# Decoding critical long non-coding RNA in ovarian cancer epithelial-to-mesenchymal transition

**DOI:** 10.1038/s41467-017-01781-0

**Published:** 2017-11-17

**Authors:** Ramkrishna Mitra, Xi Chen, Evan J. Greenawalt, Ujjwal Maulik, Wei Jiang, Zhongming Zhao, Christine M. Eischen

## Abstract

Long non-coding RNA (lncRNA) are emerging as contributors to malignancies. Little is understood about the contribution of lncRNA to epithelial-to-mesenchymal transition (EMT), which correlates with metastasis. Ovarian cancer is usually diagnosed after metastasis. Here we report an integrated analysis of >700 ovarian cancer molecular profiles, including genomic data sets, from four patient cohorts identifying lncRNA *DNM3OS*, *MEG3*, and *MIAT* overexpression and their reproducible gene regulation in ovarian cancer EMT. Genome-wide mapping shows 73% of *MEG3*-regulated EMT-linked pathway genes contain *MEG3 *binding sites. *DNM3OS* overexpression, but not *MEG3* or *MIAT*, significantly correlates to worse overall patient survival. *DNM3OS* knockdown results in altered EMT-linked genes/pathways, mesenchymal-to-epithelial transition, and reduced cell migration and invasion. Proteotranscriptomic characterization further supports the *DNM3OS* and ovarian cancer EMT connection. TWIST1 overexpression and *DNM3OS* amplification provides an explanation for increased *DNM3OS* levels. Therefore, our results elucidate lncRNA that regulate EMT and demonstrate *DNM3OS* specifically contributes to EMT in ovarian cancer.

## Abstract (web summary)

The role of lncRNA is unclear with respect to epithelial-to-mesenchymal transition (EMT), which is linked to ovarian cancer metastasis. Here, the authors show lncRNA *DNM3OS* expression contributes to ovarian cancer EMT, cell migration/invasion, and correlates with worse overall patient survival.

## Introduction

Ovarian cancer is the most lethal gynecologic malignancy in the United States with ~14,100 deaths and 22,500 new cases estimated for 2017^1^. The high mortality of ovarian cancer is primarily due to the high rate of therapy resistance and the diagnosis of the disease after it has metastasized, which occurs in ~80% of women^2,3^. Evidence indicates the ability of ovarian cancer cells to invade and metastasize is enhanced through the loss of epithelial features and the gain of a mesenchymal phenotype known as epithelial-to-mesenchymal transition (EMT)^4,5^. EMT leads to reversible reprogramming of cells, which is defined by fundamental changes initiated and maintained by critical genes, their regulatory circuits, and signaling pathways^6^.

EMT is regulated at the transcriptional level by EMT-inducing transcription factors and at the post-transcriptional level by non-coding RNA, such as microRNA (miRNA)^7^. Recently, reports suggest that long non-coding RNA (lncRNA), non-coding RNA longer than 200 nucleotides, can also modulate gene expression through several not fully characterized mechanisms^8^. LncRNA function in a broad range of cellular processes including cell proliferation, apoptosis, and reprogramming of cell pluripotency^9–11^. Aberrant expression of 15 lncRNA was detected in ovarian cancer tissue, but their functions were not investigated^12^. Elevated expression of one lncRNA, *ANRIL*, was reported to increase proliferation, migration, and invasion of serous ovarian cancer cells^13,14^. Additionally, 11 lncRNA have recently been shown to function in migration, EMT, and metastasis in multiple cancers; however, their role in ovarian cancer is unknown^15^. Therefore, much about lncRNA and ovarian cancer remains to be investigated.

In this study, we systematically identified lncRNA and their regulation of ovarian cancer EMT. Leveraging large-scale ovarian cancer molecular profiles and genomics from multiple independent patient cohorts revealed reproducible regulation of EMT by lncRNA in ovarian cancer. Verification, including evaluation of gene expression, levels of EMT proteins, and ovarian cancer cell migration and invasion after knockdown and proteotranscriptomic characterization, supported the link between EMT and lncRNA. This study increases understanding of lncRNA-mediated regulatory mechanism of ovarian cancer EMT and increases knowledge of the processes involved in ovarian cancer metastasis that may be targetable.

## Results

### Integrated analysis identifies EMT-associated lncRNA

To determine whether lncRNA contribute to EMT in ovarian cancer, data from high-grade serous ovarian cancer patient samples were obtained from The Cancer Genome Atlas (TCGA) and stratified into 231 epithelial and 89 mesenchymal subtypes as previously defined^5^ (patient subtype information in Supplementary Data 1). For this large cohort of patients, matched DNA methylation, gene copy number, and expression profiles of mRNA, lncRNA, and miRNA available in TCGA were utilized (Methods section; summarized in Fig. 1a, Supplementary Table 1). To predict EMT-linked lncRNA, we constructed a computational framework (Fig. 1). First we employed a multivariate linear regression model considering mRNA and lncRNA expression, copy number, and methylation profiling data from the matched patient samples of TCGA cohort and determined differentially expressed genes whose expression was significantly correlated with lncRNA expression (Benjamini–Hochberg (BH)^16^ adjusted regression *P* < 10^−6^; Fig. 1b, c). The regression model took into account the biases in estimating gene expression changes due to the corresponding copy number and DNA methylation changes (Methods section). In the spectrum of 386 protein coding genes that were significantly differentially expressed (twofold change; edgeR determined BH adjusted *P* < 10^−3^) in the mesenchymal subtype compared with the epithelial subtype, and 2959 non-differentially expressed genes (BH adjusted *P* > 0.25, as defined in ref. ^17^) as background data, we inferred 25 lncRNA that had significantly enriched association (BH adjusted hypergeometric test *P* < 10^−3^) with the differentially expressed genes (Fig. 1d). Of note, 44 differentially expressed genes known for inducing mesenchymal features including, EMT inducing transcription factors (*TWIST1*, *SNAI2*, *ZEB1*, and *ZEB2*), matrix metalloproteinases, BMP family genes, and collagen family genes (Supplementary Table 2), were identified indicating the regression model was built on meaningful data in the context of EMT^18–22^.

**Fig. 1:**
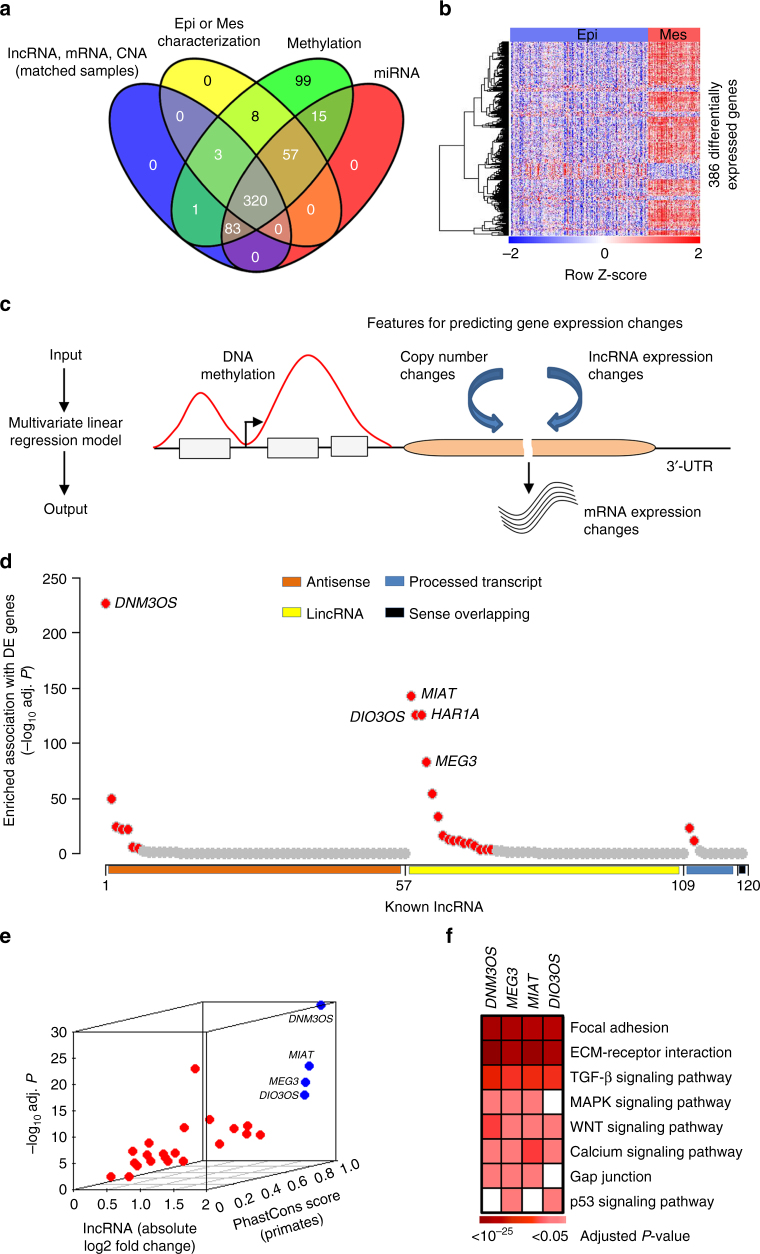
Identifying critical lncRNA in ovarian cancer EMT. **a** Ovarian cancer patients (*n* = 320) with genomic and molecular profiling data that classified into epithelial (Epi; *n* = 231) or mesenchymal (Mes; *n* = 89) subtypes were selected for analysis. **b** Heatmap of 386 genes that were differentially expressed in the mesenchymal subtype compared with the epithelial subtype. **c** Inferring deregulatory programs from ovarian cancer profiling data. Change in mRNA expression is modeled as linear function of the gene’s DNA methylation, copy number, and lncRNA expression. **d**, **e** Systematic prediction of EMT-linked lncRNA from the lncRNA-gene association information obtained from the linear model. **d** The lncRNA that had significantly enriched association with the differentially expressed genes (*n* = 25, red dots; top 5 lncRNA labeled) were inferred as EMT associated. Remaining lncRNA were represented by gray dots. The *X*-axis with four different colors represent major annotation classes of the selected lncRNA (*n* = 120). The *Y*-axis denotes which lncRNA had enriched association with the differentially expressed genes compared with non-differentially expressed genes. **e** Filtering of high confidence EMT-linked lncRNA (*n* = 4; blue dots with labels) based on their aberrant expression (*X* and *Y*-axis) in EMT and conservation score (*Z*-axis). Gray dots represent remaining lncRNA. **f** Heatmap shows significantly enriched association of the inferred lncRNA with EMT-linked pathways. For **d** and **f**, *P*-values determined by BH adjusted hypergeometric test

We also identified the lncRNA that were differentially expressed in epithelial and mesenchymal lineage commitment and that are evolutionary conserved (Fig. 1e). We determined these 25 lncRNA had remarkably more significant differential expression (BH adjusted two-tailed *t*-test) in the mesenchymal subtype compared with the epithelial subtype than the remaining lncRNA (Supplementary Fig. 1a). Notably, seven lncRNA had at least twofold change in differential expression (*DNM3OS*, *MIAT*, *MEG3*, *DIO3OS*, *HAR1A*, *UCA1*, and *HCG14*; Supplementary Fig. 1b). The distribution of the expression of these seven lncRNA showed in both epithelial and mesenchymal subtypes that they were all well above the detection level that was previously determined for lncRNA expression^23^ (Supplementary Fig. 2). Among the seven lncRNA, *UCA1* was not present in the 25 lncRNA list and lncRNA *HCG14* and *HAR1A* were poorly conserved across the primate species. The remaining four lncRNA (*DNM3OS*, *MIAT*, *MEG3*, and *DIO3OS*) had significantly elevated expression (BH adjusted two-tailed *t*-test) in the mesenchymal subtype and they were highly conserved (PhastCons conservation score = 0.94 ~ 0.98) across the primate species (Fig. 1e, Supplementary Fig. 3a; Methods section). To determine whether the four lncRNA are present in normal ovarian cells, we extracted the expression of the four lncRNA in normal human tissues from the LncRNA2Function database^24^. All four lncRNA are expressed in normal ovary with *MEG3* having the highest and *MIAT* the lowest expression level (Supplementary Fig. 3b).

Differentially expressed genes, which were predicted to be regulated by one of the four lncRNA (*DNM3OS*, *MEG3*, *MIAT*, and *DIO3OS*) had significantly enriched association (BH adjusted hypergeometric test *P* < 0.05) with the EMT-linked canonical pathways, including focal adhesion, ECM-receptor interaction, and gap junction (Fig. 1f; Methods section). Because genes in the same pathway are typically co-expressed, we employed first-order partial correlation statistic to examine if the co-expression of the EMT-linked pathway genes was potentially induced by the inferred EMT-linked lncRNA^25^ (Methods section). By definition, first-order partial correlation measures gene co-expression with removing the effect of a controlling variable; here the controlling variable is one lncRNA^26,27^. We observed a significant reduction of gene co-expression after removing the effect of mutually associated lncRNA (*P* < 10^−10^, Wilcoxon rank-sum test; Supplementary Fig. 4), which indicate lncRNA-mediated regulation of EMT-linked pathway genes. Collectively, the data suggest the inferred lncRNA may have important roles in ovarian cancer EMT.

### Independent ovarian cancer data reproduce lncRNA regulation

Reproducible regulation provides added confidence in the accuracy of the predictions and may reflect genuine molecular events^17,28^; therefore, we examined if the results obtained from TCGA data were consistent in another high-grade serous ovarian cancer patient cohort (Gene Expression Omnibus (GEO) accession ID: GSE9891; Table 1). This data set was stratified into 136 epithelial and 97 mesenchymal subtypes, as defined in Yang et al.^5^ (Table 1, Supplementary Data 2). TCGA and this independent data set showed that a similar number of genes had significant differential expression (>twofold-change with BH adjusted *P* < 0.05; 386 genes in TCGA and 346 genes in GSE9891 determined by edgeR and two-tailed *t*-test, respectively) in the mesenchymal subtype compared to the epithelial subtype. Additionally, the expression fold changes of the genes in these two data sets were strongly correlated (Spearman * ρ* = 0.7; correlation *P* < 2.2 × 10^−16^) in the spectrum of whole transcriptome data (Fig. 2a). Reannotation of microarray probe sets showed that *DIO3OS*, *DNM3OS*, *MIAT*, and *MEG3* lncRNA were detected in the two ovarian cancer subtypes at levels similar to known protein coding EMT-linked genes (Supplementary Fig. 5). Except for *DIO3OS*, the other three lncRNA (*DNM3OS*, *MIAT*, and *MEG3*) had elevated expression in mesenchymal subtype compared to the epithelial subtype (Fig. 2b). These three lncRNA were strongly co-expressed (absolute Spearman *ρ* > 0.3; BH adjusted correlation *P* < 10^−4^) preferentially with the genes that were differentially expressed in the two subtypes compared to the non-differentially expressed genes, but *DIO3OS* did not (Fig. 2c). Subsequent pathway analysis revealed that *DNM3OS*, *MIAT*, and *MEG3*-associated differentially expressed genes were significantly enriched in the EMT-linked pathways (Fig. 2d; BH adjusted hypergeometric test *P* < 0.05). These data are consistent with the results obtained from TCGA.

**Table 1:** Demographics and clinical information of ovarian cancer patient cohorts

Category (Number of samples)	TCGA^a,b,c^ (320)	GSE9891^b,c,d^ (233)	GSE18520^b,c^ (53)	GSE26193^b,c^ (100)	CPTAC^c^ (103)
Subtype					
Epithelial	231	136	NA	NA	71
Mesenchymal	89	97	NA	NA	32
Histology					
Serous	320	233	53	75	103
Other	0	0	0	25	
Tumor grade					
I	0	0	0	0	0
II	40	88	All samples are high grade	33	16
III	274	145	All samples are high grade	67	86
IV	1	0	All samples are high grade	0	0
Undetermined	5	0	0	0	1
Tumor stage					
I	0	10	0	17	0
II	18	9	0	9	7
III	252	193	All samples are late stage	58	78
IV	47	21	All samples are late stage	16	18
Undetermined	3	0	0	0	0
Age at initial pathologic diagnosis	30 ~ 87	23 ~ 80	NA	NA	34 ~ 87

^a^Discovery data

^b^Data used for survival analysis

^c^Data used for meta-analysis

^d^Independent validation data

**Fig. 2:**
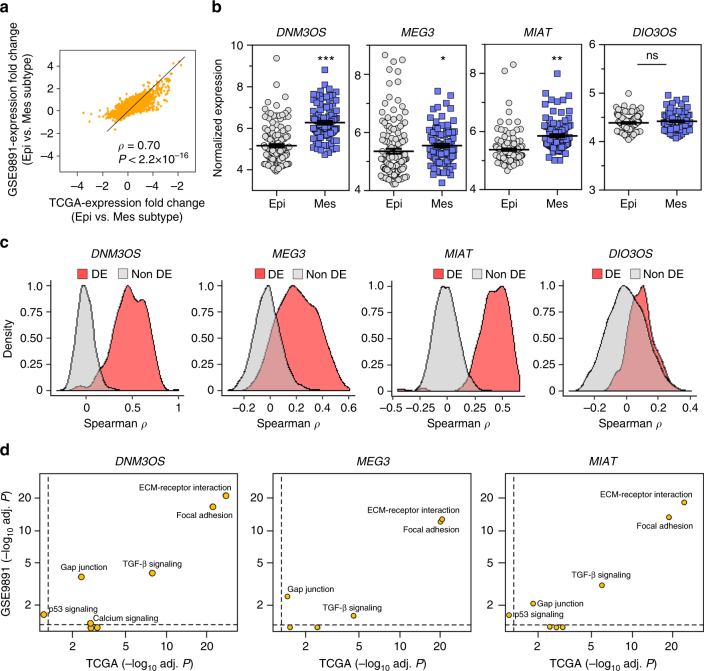
Reproducible lncRNA regulation in independent validation data. **a** Correlation of mRNA expression fold-changes between TCGA and GSE9891. In each dataset, fold changes were measured in the mesenchymal (Mes) subtype compared to the epithelial (Epi) subtype. **b** Expression differences of lncRNA in mesenchymal subtype (*n* = 97) compared to epithelial subtype (*n* = 136) in GSE9891. ***P = 3.04 × 10^−18^; **P = 3.95 × 10^−11^; *P = 0.03; NS = no significant difference, one-tailed *t*-test; mean ± SEM. **c** Expression correlation of the lncRNA indicated with differentially expressed (DE) or non-differentially expressed (non-DE) genes in GSE9891. **d** Pathway enrichment analysis for the differentially expressed genes that were co-expressed with lncRNA. *X*- and *Y*-axes represent enrichment *P*-value of EMT-linked pathway for TCGA and GSE9891, respectively. Dashed lines denote *P*-value threshold of 0.05 (i.e., 1.301 in −log_10_ scale). *P*-values determined by BH adjusted hypergeometric test

To begin to evaluate the results obtained from our bioinformatics approach, we first focused on *MEG3*, which was reported to regulate EMT in lung cancer^29^. We examined genome-wide mapping of *MEG3* binding sites, which were previously determined^30^. The data indicate that *MEG3* potentially modulates the expression of 30 genes that are members of the EMT-linked pathways of which 22 genes had *MEG3* binding sites at their proximal or distal regulatory regions. This is a ~2.6-fold enrichment (73.3% genes) compared with the total *MEG3* bound genes in genome-wide scale (28.1%) (Fig. 3a, b; Methods section). Therefore, this *MEG3* binding information verified the reliability of our prediction results and suggests direct regulation of EMT-linked genes by *MEG3*. Taken together, we observed highly reproducible lncRNA regulation in two independent patient cohorts, indicating the lncRNA *MEG3*, *DNM3OS*, and *MIAT* likely have important roles in ovarian cancer cell EMT.

**Fig. 3:**
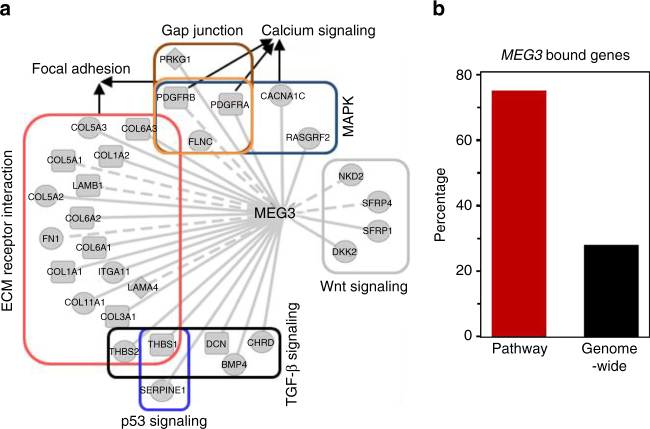
*MEG3* preferentially targets EMT-linked genes. **a** EMT-linked pathway genes having *MEG3* binding sites are represented by solid lines; remaining genes represented by dashed lines. Nodes with circle, diamond, and rectangle shapes represent predicted *MEG3* regulated genes as inferred from TCGA, GSE9891, or both data, respectively. **b** Enriched number of predicted *MEG3* regulated EMT-linked pathway genes had *MEG3* binding sites compared to the all known human genes

### DNM3OS overexpression correlates with worse survival

Given that overexpression of the three identified lncRNA potentially induces mesenchymal features, which contribute to metastasis, we questioned whether their overexpression would correlate with patient survival. To address this, we evaluated four independent ovarian cancer data sets (Table 1) and performed a 5-year survival analysis for each lncRNA separately. Patient samples were stratified based on the median expression of the specific lncRNA into high or low. There was no significant correlation of *MEG3* or *MIAT* overexpression with overall patient survival (Supplementary Fig. 6). However, three of the four patient cohorts showed that patients with higher *DNM3OS* expression had significantly worse overall survival than those with lower *DNM3OS* expression (Fig. 4; *P* = 0.041, *P* = 0.033, and *P* = 0.054, log-rank test for GSE9891, GSE18520, and GSE26193, respectively). There was a loss of 10, 17, and 16 months, respectively, in median survival for those patients with increased levels of *DNM3OS* in the three data sets. Evaluation of genes associated with EMT showed that *E-CADHERIN*, *N-CADHERIN*, and *SNAIL* expression were not correlated with overall survival, but *SLUG* and *TWIST1* expression were (Supplementary Fig. 7). We also assessed whether the expression of *DNM3OS*, *MEG3*, and *MIAT* were linearly anti-correlated with survival time. *DNM3OS*, but not *MEG3* and *MIAT*, had significant negative association (Spearman correlation *P* < 0.05) with survival time, and this was consistent for all the three data sets (Supplementary Table 3). Therefore, increased levels of *DNM3OS* correlates to poor overall survival of ovarian cancer patients, providing prognostic power of *DNM3OS*.

**Fig. 4:**
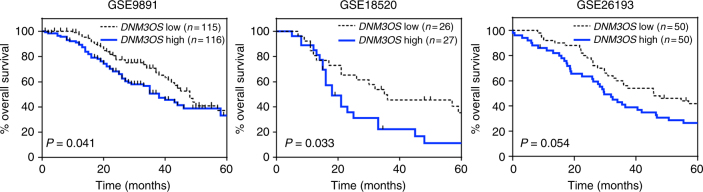
Elevated *DNM3OS* expression significantly correlates with poor overall survival of ovarian cancer patients. For individual data sets, ovarian cancer patient samples were separated into *DNM3OS* high and *DNM3OS* low based on the median expression of *DNM3OS*, and Kaplan–Meier survival analyses were performed. *P*-values determined by log-rank test

### Characterization of DNM3OS as a regulator of EMT genes

We first selected *DNM3OS* associated 256 protein coding genes that were differentially expressed in the mesenchymal subtype compared with the epithelial subtype in TCGA cohort (Supplementary Table 4). We extracted physical relationships among these genes at their protein level from the curated human protein interaction database PINA v2.0^31^. Eighty-eight genes (34%) had at least one interaction with another *DNM3OS*-associated gene and in total, 132 interactions were determined (Supplementary Table 5). The networks had significantly enriched association (BH adjusted hypergeometric test *P* < 0.05) with several EMT-linked Gene Ontology biological processes and canonical signaling pathways (Supplementary Tables 6, 7). The results suggest the differential gene expression in the EMT-linked protein interaction networks may be due to changes in *DNM3OS* expression. Second, we extracted *DNM3OS*-associated EMT-linked pathway genes identified in the TCGA cohort along with three additional EMT marker genes *E-CADHERIN* (*CDH1*), *N-CADHERIN* (*CDH2*), and *SNAIL* (*SNAI1*) and predicted their binding affinity with *DNM3OS* ^32^. We observed that the distribution of minimum interaction energy between *DNM3OS* and the EMT-linked genes is significantly lower (*P* = 7.43 × 10^−06^; Kolmogorov–Smironov test) compared with genome-wide *DNM3OS*-RNA interactions (Fig. 5a, Supplementary Fig. 8). To gain additional insight into *DNM3OS* regulation of EMT genes and determine whether *DNM3OS* has the potential to regulate the expression of EMT genes, we evaluated where *DNM3OS* resided in ovarian cancer cells. Cellular fractionation revealed *DNM3OS* is localized to the nucleus and not to the cytoplasm of ovarian cancer cells (Fig. 5b). Collectively, these results provide further support for *DNM3OS* regulating genes that mediate EMT.

**Fig. 5:**
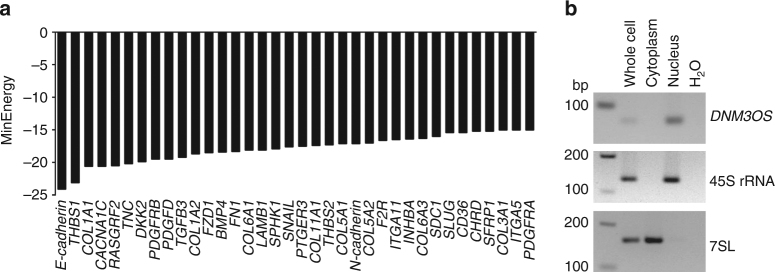
DNM3OS is a potential regulator of ovarian cancer EMT genes. **a** Interactions between EMT-linked genes and *DNM3OS* predicted by sequence complementarity and a minimum energy (MinEnergy) score ≤−15 kcal/mol. **b** Subcellular fractionation of RNA followed by RT-PCR (representative of two independent experiments). Nuclear 45S rRNA and cytoplasmic 7SL served as controls. Base pairs (bp) indicated on left side

### Loss of DNM3OS induces mesenchymal-to-epithelial transition

To further elucidate the contribution of *DNM3OS* in EMT in ovarian cancer and to experimentally validate our bioinformatics data, we evaluated knockdown of *DNM3OS* in ovarian cancer cells through multiple approaches. First, we performed whole transcriptome RNA-sequencing expression profiling after siRNA-mediated knockdown of *DNM3OS* in SKOV3 cells compared to non-targeting siRNA control (Fig. 6a). 

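SKOV3 is a human ovarian cancer cell line. The files analysed here hold 6 samples from this experiment, 3 of cells transfected with 50 nM siRNA against DNM3OS and 3 of cells transfected with 50 nM non-targeting siRNA, each after 48 h. The libraries were prepared from total RNA depleted of ribosomal RNA with a stranded kit, and the authors quantified the paired reads against Ensembl transcripts of GRCh38 with kallisto. The values deposited for each transcript are an estimated count and a TPM. The estimated counts summed to 1995888, 1705019 and 1651925 in the DNM3OS knockdown samples and to 1913407, 1610937 and 1846529 in the controls (medians 1705019 and 1846529). At this depth, 3 counts in a sample correspond to between 1.606 and 1.97 CPM (counts scaled to the library size, here before the TMM normalization used below). Estimated counts were summed over the transcripts of each gene in GENCODE release 44, which describes the same genome build, and rounded to whole numbers. Between 93.62% and 95.22% of each sample's counts fell on transcripts of this annotation. The 81 ribosomal protein genes held at most 0.5185% of a sample's counts on genes, while PLLP alone held between 15.68% and 22.25%. Counting on the strand opposite to the annotated transcripts is a candidate explanation that was not settled. The gene and family values below may therefore not measure sense expression alone. Of the 34834 genes with a transcript in the files, 11814 passed edgeR's default filter on low counts and were tested. As in the paper's methods, knockdown and control samples were compared with edgeR's exact test, here after TMM normalization and with Benjamini-Hochberg adjustment. The biological coefficient of variation across samples was 0.2317. The transcript set that was quantified held none of the transcripts that this annotation gives for DNM3OS, MEG3, MIAT or DIO3OS. Quantified transcripts outside the annotation were not searched for these genes. The extent of the DNM3OS knockdown itself was therefore not measured by these values. The samples carry replicate numbers 1 to 3 in both groups, and this pairing is taken from the labels. Deviations from the group means correlated at -0.1666 on average between knockdown and control samples with the same number and at 0.09228 between samples with different numbers. The main comparison did not use the number as a block. With edgeR's quasi-likelihood test, 0 genes were down at least 2-fold with an adjusted p below 0.05 with the replicate number as a block and 0 without it, against 1 with the exact test.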

Gene set enrichment analysis (GSEA)^33^ based on Kyoto Encyclopedia of Genes and Genome (KEGG) database^34^ indicated *DNM3OS* knockdown results in deregulation of several EMT-linked pathways, such as regulation of actin cytoskeleton, focal adhesion, and WNT signaling pathways (Fig. 6b and Methods section). 

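The KEGG gene sets of the paper were not in the files analysed here. In their place, 14 gene families were defined by gene symbol. They were the EMT genes of Fig. 6g and families after pathways and gene groups that the paper names. Each was tested by preranked enrichment with fgsea on the 11814 tested genes, ranked by log2 fold change as in the paper's methods. For regulation of actin cytoskeleton, 22 regulators of actin (the ARP2/3 complex, formins, profilins, ROCK, PAK and WASP family genes) had a normalized enrichment score of -1.456 (adjusted p = 0.2701 from a permutation of genes), and 16 of them had a lower mean in the knockdown. For focal adhesion, the 20 integrins scored -0.8558 (adjusted p = 0.7463 from the same permutation test), the 21 collagens 0.9675 (adjusted p = 0.6927) and the 9 laminins -1.059 (adjusted p = 0.6927). For WNT signaling, 12 ligands, receptors and Dishevelled genes scored 0.9881 (adjusted p = 0.6927), with a median log2 fold change of 0.192. None of these shifts was distinguishable from that of randomly drawn genes. The actin regulators had a median of 32.17 estimated counts per gene and sample, which limits the shift that can be resolved. The integrins changed direction with the ranking, to a score of 1.007 when genes were ranked by signed -log10 p. From the enrichment of KEGG pathways in the ranked list, the paper concludes that DNM3OS knockdown deregulates pathways linked to EMT.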

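Across the genes that the paper draws for EMT in Fig. 6g, 11 of 17 had enough counts to be tested, and their normalized enrichment score was -1.681 (p = 0.009158 from a permutation of genes, adjusted p = 0.1186 over 14 families). Fig. 6g is a meta-analysis that includes this siRNA experiment, so that the choice of these genes may partly reflect the values tested here. Of these 11 genes, 9 had a lower mean in the DNM3OS knockdown, and their median log2 fold change was -0.5409. This was the lowest score of the 14 families. The Notch receptors, ligands and HES/HEY targets, of which 6 were tested, scored -0.9439 (adjusted p = 0.6927 from the same permutation test). The 18 TGFβ and BMP ligands, receptors and SMADs scored 0.6384 (adjusted p = 0.9429), with a median log2 fold change of 0.06895. Neither of the latter families moved beyond what sets of random genes gave. For the EMT genes, the choice of weight mattered most among the ways of scoring. With weight 0, which uses ranks only, the score was -2.544 with an adjusted p of 0.002752 from the permutation of genes. Leaving out single samples took the score from -1.82 (adjusted p = 0.01607, without non-targeting replicate 2) to -1.091 (adjusted p = 0.5513, without knockdown replicate 1). With the share of counts on ribosomal protein genes as a covariate, chosen after seeing the data, it was 1.182 (adjusted p = 0.6171). These families stand in for the Hallmark gene sets, which were not in the files analysed here. On the basis of the Hallmark sets, the paper reports that EMT, Notch and TGFβ signaling were deregulated.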

GSEA Hallmark data also showed deregulation of EMT process, Notch signaling and TGFβ signaling pathways in *DNM3OS* knockdown cells compared with the controls. Genes downregulated in *DNM3OS* knockdown cells (edgeR; at least twofold change with BH adjusted *P* < 0.05) were significantly enriched (BH adjusted hypergeometric test *P* < 0.05) with several EMT-linked pathways including focal adhesion, regulation of cytoskeleton, adherens, gap and tight junction, ECM-receptor interaction, and calcium and MAPK signaling pathways (Fig. 6c). 

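With the same threshold, a change of at least 2-fold with an adjusted p below 0.05 from edgeR's exact test, 1 of the 11814 tested genes was down in the DNM3OS knockdown and 0 were up. The gene was BORCS7-ASMT (ENSG00000270316), on chromosome 10 of GRCh38 from 102854272 to 102901899, which the annotation lists as protein-coding and as a readthrough gene overlapping other genes, so that the assignment of its reads is uncertain. It had 2.281 ± 2.074 CPM (SD, n = 3) in the knockdown and 14.59 ± 2.886 (SD, n = 3) in the controls, a log2 fold change of -2.59 (standard error 0.6725, adjusted p = 0.005501 from edgeR's exact test). With the replicate number as a block in edgeR's quasi-likelihood test, it was -2.678 (adjusted p = 0.9989). Its estimated counts were 6, 6 and 0 in the knockdown samples and 21, 27 and 24 in the controls. The groups did not overlap (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). A set of 1 gene leaves the hypergeometric test nothing to resolve: none of the 14 gene families contained it, and 0 families were enriched among the downregulated genes. The number of downregulated genes was 4 when length-scaled TPM counts replaced the summed estimated counts, and also 4 when transcripts outside the annotation were kept, an alternative chosen after seeing the data. In the paper, the enrichment of downregulated genes in focal adhesion, junction, ECM-receptor and signaling pathways is taken as evidence that EMT-linked pathways were affected.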

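Across all 11814 tested genes the median log2 fold change was 0.004173, and 5837 genes had a lower value in the knockdown. Of the 14 gene families, 0 were shifted down and 0 were shifted up with an adjusted p below 0.05 from the permutation of genes. The smallest adjusted p, 0.1186, was shared by the EMT genes of Fig. 6g, with a normalized enrichment score of -1.681, and by the 11 claudins of the tight junction, with a score of 1.701. The actin regulators followed with an adjusted p of 0.2701 and the calcium channels and calmodulin kinases with 0.3566 (score -1.374, 15 genes). The 30 MAP kinases scored -1.038 (adjusted p = 0.6927), the 17 cadherins and catenins -0.8361 (adjusted p = 0.7463) and the 6 connexins 1.105 (adjusted p = 0.6927). With limma's camera test, the adjusted p of the EMT genes was 0.1014, and 0 families passed 0.05. The test was run with its small preset correlation between genes, not one estimated from these data. A stronger correlation within a family was therefore not allowed for. The paper reasons from the pathways found by enrichment to a preferential deregulation of EMT.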

These data indicate that these EMT pathways were preferentially deregulated with *DNM3OS* loss.

**Fig. 6:**
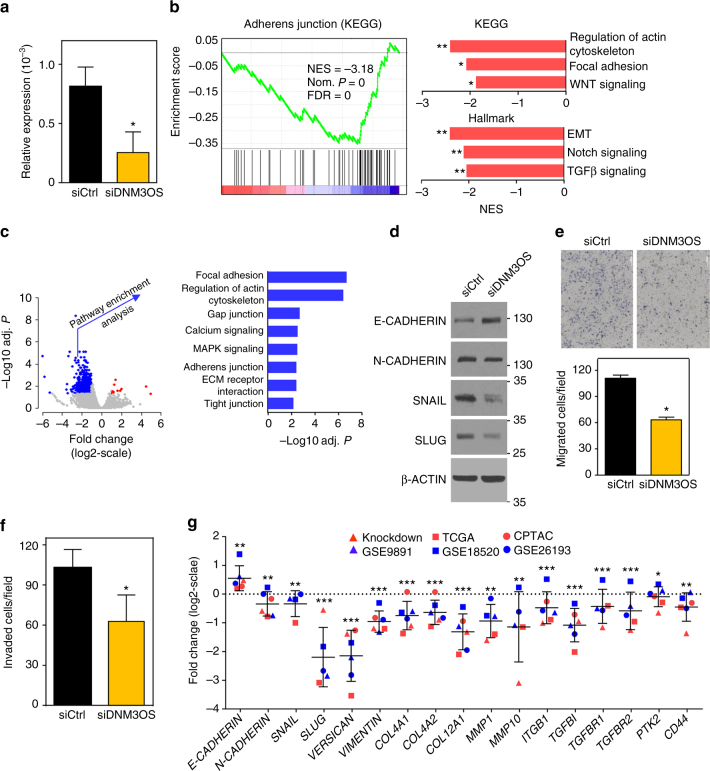
Reduced expression of *DNM3OS* favors mesenchymal-to-epithelial transition by deregulating critical genes/pathways. SMARTpool siRNA-specific *DNM3OS* or non-targeting (NT) control were transfected into SKOV3 cells. **a** qRT-PCR was performed. Values are relative to β*-ACTIN* and the mean of 3 experiments; *P = 0.039; one-tailed *t*-test. **b**, **c** RNA sequencing was performed (triplicates). GSEA on pooled samples considering curated data from KEGG and Hallmark data set **b**; normalized enrichment score (NES), nominal (Nom.) *P-*value, false discovery rate (FDR). **P < 0.006 and *P < 0.05; FDR. All nominal *P* < 0.006. Volcano plot (left) showing at least twofold up- (red dots) or downregulated (blue dots) genes in *DNM3OS* knockdown cells compared with non-targeting siRNA controls **c**. Gray dots represent genes that have lower than twofold expression change. Pathway enrichment analysis of significantly downregulated genes identified several EMT-associated pathways as deregulated in *DNM3OS* knockdown cells; *P*-values determined by BH adjusted hypergeometric test. **d**–**f** Western blot analysis **d**, transwell migration assay **e**; *P = 0.0002 (two tailed *t*-test), and transwell invasion assay **f**; *P = 0.0028 (two tailed *t*-test) were performed (all representative of at least three independent experiments). In **d**, representative pictures (4×) shown (white bar represents 300 μm). **g** Meta-analysis of six independent ovarian cancer data sets depicts expression changes of EMT-associated genes due to the reduced expression of *DNM3OS*; *P ≤ 0.01, **P ≤ 1.75 × 10^−04^, ***P ≤ 1.43 × 10^−^^12^; Fisher’s combined probability test. For **a**, **e**, **f**, and **g** error bars are ± SEM

As a second approach, we performed western blot analysis of SKOV3 ovarian cancer cells after knockdown of *DNM3OS*. There were elevated protein levels of the epithelial marker E-CADHERIN, and reduced levels of the mesenchymal protein N-CADHERIN in the *DNM3OS* knockdown cells compared to control (Fig. 6d). Additionally, two transcription factors, SNAIL and SLUG that repress *E-CADHERIN* expression showed reduced levels in the *DNM3OS* knockdown cells (Fig. 6d). Therefore, our data indicate that loss of *DNM3OS* results in a mesenchymal-to-epithelial transition and alterations in these linked pathways.

Because mesenchymal cells typically have a greater capacity to metastasize^35^, we next evaluated with transwell assays whether loss of *DNM3OS* would impact the ability of ovarian cancer cells to migrate and/or invade. *DNM3OS* knockdown in SKOV3 ovarian cancer cells resulted in significantly reduced numbers of cells migrating (Fig. 6e) and invading (Fig. 6f) as compared to cells with non-targeting control (two-tailed *t*-test). Because changes in proliferation rates can impact cell migration and invasion, we also assessed proliferation after *DNM3OS* knockdown. Rates of proliferation were analogous between the cells with *DNM3OS* knockdown and non-targeting control (Supplementary Fig. 9), indicating *DNM3OS* does not influence ovarian cancer cell growth. Therefore, *DNM3OS* regulates ovarian cancer cell movement, which is a critical contributor to metastasis.

We then performed proteotranscriptomic characterization of EMT-linked genes by conducting a meta-analysis to infer if the modulation of their expression related to the changes of *DNM3OS* expression. We assessed the siRNA-mediated *DNM3OS* knockdown data, three microarray gene expression profiling data sets available in the GEO database^36^, RNA-sequencing data from TCGA, and protein expression profiling data from the Cancer Proteomic Tumor Analysis Consortium (CPTAC) (Table 1). For patient data, samples were stratified based on the highest or lowest quartile expression of *DNM3OS*. Gene expression changes were evaluated in patients that had the lowest quartile expression of *DNM3OS* compared with the patients that had the highest quartile expression of *DNM3OS*. We determined that genes involved in EMT were consistently deregulated in multiple data sets. 

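In the siRNA data, CDH1, which encodes E-cadherin and lies on chromosome 16 of GRCh38 from 68737292 to 68835537, had 23.32 ± 5.678 CPM (SD, n = 3) after DNM3OS knockdown and 19.08 ± 2.046 (SD, n = 3) in the controls. Its log2 fold change was 0.3029 (standard error 0.2249, adjusted p = 1 from edgeR's exact test). VIM, the vimentin gene on chromosome 10 from 17228241 to 17237593, had 167.7 ± 110 CPM (SD, n = 3) in the knockdown and 279.9 ± 135.7 (SD, n = 3) in the controls. The decrease of VIM was -0.7412 on the log2 scale (standard error 0.8926, adjusted p = 1 from edgeR's exact test). Its estimated counts of 105, 279 and 379 in the knockdown overlapped the 663, 191 and 573 of the controls. VCAN changed by -0.7019 (standard error 0.7895) and CDH2, which encodes N-cadherin, by -0.4849 (standard error 0.4409), both with an adjusted p of 1 from edgeR's exact test. For each of these 4 genes the knockdown and control samples overlapped, and the exact permutation p was between 0.4 and 0.5. The transcripts of SNAIL and SLUG were below the filter on low counts. SNAI1 had 0 estimated counts in every knockdown sample and 2, 0 and 0 in the controls. SNAI2 had 1, 2 and 6 against 3, 1 and 9. A change in either was not detectable from so few counts. Of the 4 genes, leaving out single samples moved VCAN most, with log2 fold changes between -1.09 and -0.0851, and VIM ranged between -1.246 and -0.288. CDH2 ranged between -0.7267 and -0.02256 and CDH1 between 0.1704 and 0.4819.

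**Figure D1:**
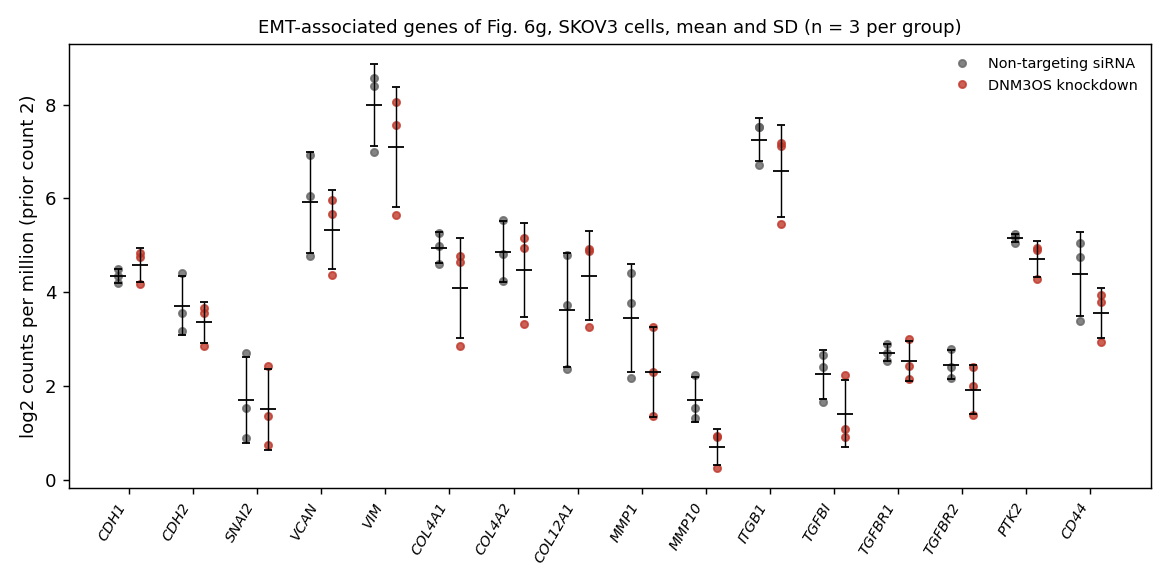
Expression of 16 EMT-associated genes of Fig. 6g in SKOV3 cells, as log2 CPM on the vertical axis with a prior count of 2. Points are the 3 samples transfected with non-targeting siRNA (grey) and the 3 with DNM3OS siRNA (red), and bars give the mean and SD. The knockdown samples lie below all controls only for MMP10 and PTK2, and VIM spans 105 to 379 estimated counts in the knockdown against 191 to 663 in the controls.

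The paper combines these changes with those in patient data sets and concludes that the epithelial marker rises and mesenchymal markers fall when DNM3OS is reduced.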

Specifically, there was elevated expression of the epithelial marker gene *E-CADHERIN*, and decreased expression of mesenchymal marker genes *N-CADHERIN*, *SNAIL*, *SLUG*, *VERSICAN, VIMENTIN* in the samples with reduced *DNM3OS* (Fig. 6g). 

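Among the collagen genes of Fig. 6g, the siRNA data gave a log2 fold change of -0.7285 for COL4A1 (standard error 0.6448), -0.3176 for COL4A2 (standard error 0.6897) and 0.6087 for COL12A1 (standard error 0.8907). All had an adjusted p of 1 from edgeR's exact test. COL12A1 was higher in the knockdown, with estimated counts of 18, 43 and 40 against 21, 6 and 45 in the controls. MMP1 had 4.497 ± 3.598 CPM (SD, n = 3) in the knockdown and 11.85 ± 8.343 (SD, n = 3) in the controls, a log2 fold change of -1.408 (standard error 0.8663, adjusted p = 1 from edgeR's exact test). MMP10 was below the filter on low counts, with 0, 1 and 1 estimated counts against 3, 2 and 6. Without a filter, its log2 fold change was -2.248 (adjusted p = 1 from edgeR's exact test). TGFBI, TGFBR1 and TGFBR2 were also too low to be tested, with at most 11 estimated counts in any sample, and without a filter they changed by -1.176, -0.2142 and -0.7165 (adjusted p = 1 each, edgeR's exact test). CD44 changed by -1.022 (standard error 0.6003) and ITGB1 by -0.5409 (standard error 0.6284). PTK2 changed by -0.4528 (standard error 0.2246). The adjusted p was 1 for all 3 in edgeR's exact test, although every knockdown sample had less PTK2 than every control (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The direction of 2 collagens depended on the kind of count: with length-scaled TPM counts, COL12A1 changed by -0.3306 and COL4A2 by 0.4286. Leaving out single samples moved COL4A1 between -1.068 and -0.2775, COL4A2 between -0.6625 and 0.1059 and COL12A1 between 0.1732 and 1.405. MMP1 ranged between -2.137 and -0.8181, CD44 between -1.393 and -0.6882, ITGB1 between -0.8134 and -0.1413 and PTK2 between -0.5804 and -0.2246. Across its 6 data sets, the paper reports lower collagen, matrix metalloproteinase and TGFβ pathway genes with reduced DNM3OS. It concludes that DNM3OS modulates EMT.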

There were also reductions in the genes that induce or contribute to mesenchymal features such as collagen family genes, matrix metalloproteinase genes, and TGFβ pathway genes. Differential gene expression *P*-values, obtained from the multiple independent data sets, were summarized by computing the Fisher’s combined probability test by using the R/Bioconductor package Survcomp^37^. The *P*-values represent overall significance of the differential expression of these important genes inferred from multiple independent data sets. Collectively, the results indicate that *DNM3OS* expression modulates ovarian cancer EMT by regulating the expression of several EMT-linked genes and their associated pathways.

### Regulation of DNM3OS expression

Among the 320 TCGA patients, 16 patients (5%) showed copy number amplification of *DNM3OS*, indicating that for these patients increased *DNM3OS* was presumably due to genomic amplification. However, the 304 patients that did not have *DNM3OS* amplification suggest that elevated *DNM3OS* expression in these patients is more likely to be the consequence of transcription factor dysregulation. The TWIST1 transcription factor was previously reported to regulate the *DNM3OS* locus. Specifically, in *Twist* knockout mice, the *DNM3OS* locus was downregulated^38^. Moreover, overexpression of TWIST1 in neuroblastoma cells resulted in increased *DNM3OS* levels, and luciferase reporter assays showed that the TWIST1-binding domain in the promoter of the *DNM3OS* locus was necessary for expression^39^. TWIST1 is overexpressed in ovarian cancer and a known ovarian cancer EMT marker^40,41^. In TCGA and independent validation (GSE9891) patient cohorts both *TWIST1* (Fig. 7a) and *DNM3OS* (Figs. 1e, 2b) were significantly overexpressed (>twofold change with BH adjusted *P* < 0.05; *TWIST1* in TCGA was determined by edgeR and remaining data were determined by two-tailed *t*-test) in the mesenchymal subtype compared with the epithelial subtype of ovarian cancer. We observed that knockdown of *TWIST1* resulted in significantly reduced levels of *DNM3OS* in SKOV3 ovarian cancer cells (Fig. 7b; two-tailed *t*-test *P* < 0.008). The shRNA that was the most effective in knocking down *TWIST1* resulted in the largest decrease in *DMN3OS*. Analysis of TCGA and an independent microarray mRNA expression profiling data set (GSE9891) both showed a strong positive correlation between *DNM3OS* and *TWIST1* (0.526 and 0.449, respectively; Spearman’s *ρ*) (Fig. 7c). Our results together with previously published data indicate TWIST1 regulates the expression of *DNM3OS* in ovarian cancer cells.

**Fig. 7:**
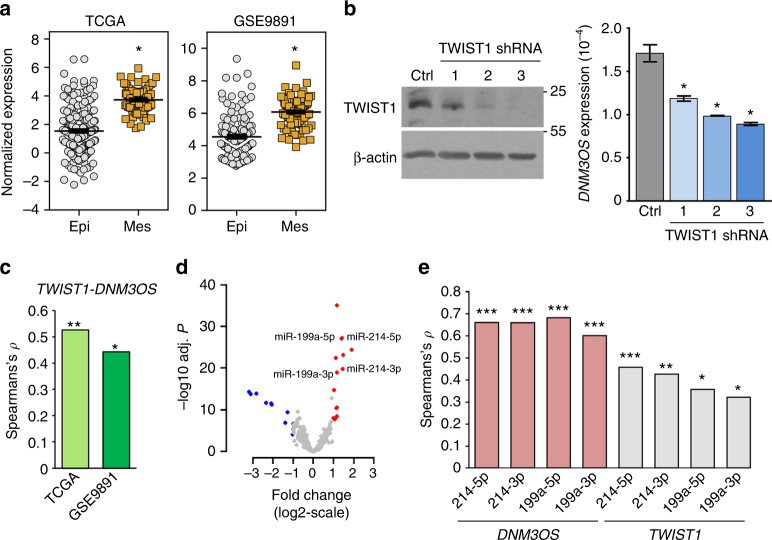
*TWIST1 regulates DNM3OS expression in ovarian cancer cells*. **a** Expression of *TWIST1* in mesenchymal (Mes; *n* = 89 for TCGA and *n* = 97 for GSE9891) subtype compared with the epithelial (Epi; *n* = 231 for TCGA and *n* = 136 for GSE9891) subtype in two independent patient cohorts. BH adjusted *P < 10^−19^; determined by edgeR for TCGA and two-tailed *t*-test for GSE9891; mean ± SEM. **b** SKOV3 ovarian cancer cells expressing one of three *TWIST1* shRNA or control non-targeting shRNA were Western blotted and *DNM3OS* levels were evaluated by qRT-PCR (data presented are one of two independent experiments performed); error bars are ± SEM *P < 0.008; two tailed *t*-test. **c** Spearman’s correlation coefficient (*y*-axis) between *TWIST1* and *DNM3OS* expression in two data sets (*x*-axis); *P = 4.16 × 10^−13^, **P < 2.2 × 10^−16^. **d** Volcano plot of miRNA in TCGA mesenchymal subtype compared with epithelial subtype that are at least twofold upregulated (red dots) or downregulated (blue dots). Gray dots represent remaining miRNA. miRNA in the miR-199/-214 cluster are labeled. *X*-axis is miRNA expression fold-change, and *Y*-axis is differential expression *P*-values determined by edgeR. **e** Expression correlation between *DNM3OS* and miRNA or *TWIST1* and miRNA in TCGA cohort. *X*-axis represents *DNM3OS* or *TWIST1* and indicated miRNA pair. *Y*-axis represents Spearman’s rank correlation coefficient (Spearman’s *ρ*) for each pair. *P < 3.6 × 10^−09^; **P = 1.41 × 10^−15^; ***P < 2.2 × 10^−16^

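In GENCODE release 44, on GRCh38, DNM3OS (ENSG00000230630) is annotated as a lncRNA on the minus strand of chromosome 1 from 172138397 to 172144840. It lies within DNM3 (ENSG00000197959), a protein-coding gene on the plus strand from 171817887 to 172418466. MIR214 occupies positions 172138798 to 172138907 and MIR199A2 positions 172144535 to 172144644, both on the minus strand and both inside the DNM3OS interval. Of the 6 annotated DNM3OS transcripts, 0 were in the transcript set quantified for the SKOV3 siRNA samples. DNM3 itself had 25.62 ± 8.053 CPM (SD, n = 3) after DNM3OS knockdown and 21.57 ± 3.032 (SD, n = 3) with non-targeting siRNA, a log2 fold change of 0.2669 (standard error 0.2588, adjusted p = 1 from edgeR's exact test), which became -0.03107 when knockdown replicate 1 was left out.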

In addition to transcriptionally inducing the expression of *DNM3OS*, TWIST1 also induces the miR-199/214 cluster, which resides within the human *DNM3OS* gene locus^32^. Analysis of miRNA-seq expression profiling data from the same TCGA patient cohort showed that the miRNA within the miR-199/-214 cluster (miR-214-5p, -214-3p, 199a-5p, and 199a-3p) were also significantly upregulated (>twofold change; BH adjusted *P* < 10^−18^, determined by edgeR) in the mesenchymal subtype compared with the epithelial subtype (Fig. 7d). Analysis of TCGA matched miRNA-seq and mRNA-seq expression data revealed strong positive correlations for all four mature miRNA with *DNM3OS* (0.602 ~ 0.682; Spearman’s *ρ*) and *TWIST1* (0.322 ~ 0.457; Spearman’s *ρ*) (Fig. 7e). Therefore, overall, our results indicate lncRNA participate in ovarian cancer cell EMT, and specifically, increased *DNM3OS* expression by amplification or by TWIST1 overexpression contributes to EMT in ovarian cancer.

## Discussion

Ovarian cancer is a deadly disease, and EMT is believed to be a significant contributor to its aggressiveness^42^. EMT is a complicated process that remains incompletely resolved, making it difficult to target therapeutically. Therefore, it is important to identify critical molecules that regulate EMT. In this study, we leveraged large-scale multidimensional TCGA genomic and protein expression data as well as multiple independent molecular profiling data for high-grade serous ovarian cancer to infer active lncRNA and their regulation potential in ovarian cancer EMT. Our comprehensive study identified three novel lncRNA (*DNM3OS, MEG3*, and *MIAT*) associated with ovarian cancer EMT. Genes predicted to be regulated by these lncRNA had significantly enriched association with the EMT-linked pathways. Several of these genes are known epithelial or mesenchymal markers whose reduced or elevated mRNA expression were strongly associated with expression changes of the inferred lncRNA in both TCGA and independent validation data. Additionally, genome-wide mapping of *MEG3* binding sites revealed that 73% of EMT-linked pathway genes that were deregulated in EMT in TCGA cohort are bound by *MEG3*, suggesting *MEG3* is likely involved in EMT in ovarian cancer. Previously, it was reported that *MEG3* regulated EMT in lung cancer^29^. *MIAT* had not been previously linked to EMT, but was shown to be upregulated in chronic lymphocytic leukemia and neuroendocrine prostate cancer^43,44^. Our experimental data showed alterations in *DNM3OS* expression were linked to EMT in ovarian cancer through changes in cell migration and invasion and EMT-linked RNA and protein levels, and ovarian cancer patient survival. Therefore, these specific lncRNA regulate EMT in ovarian cancer and likely contribute to metastasis and the high mortality of this disease.

One main issue in identifying EMT-linked lncRNA in large-scale data is to minimize false-positives. To achieve this goal, we started from the analysis of only ‘known lncRNA’ that are most reliable and well annotated in leading databases^45^. Second, we applied stringent thresholds to infer key lncRNA and their regulations. Finally, we required the lncRNA to be conserved across the primate species, which is an important filtering step since EMT is an evolutionary conserved process. More importantly, with the use of completely independent high-quality validation data, we highlighted lncRNA-mediated reproducible regulations in EMT. Reproducible results are expected to more likely reflect the true biological regulations in cellular system^17,28^. Due to the rapid growth of high-throughput genomic data, our integrated computational framework can be applied to other complex diseases for the purpose of deciphering their regulatory systems and identifying critical biomolecules.

*DNM3OS* was the top ranked deregulated lncRNA in ovarian cancer EMT, as well as the top ranked lncRNA among the lncRNA that had enriched association with the deregulated genes. *DNM3OS* has been reported to be a transcriptional target of TWIST1, which regulates ovarian cancer EMT^40,41^, and was overexpressed in the mesenchymal subtype of ovarian cancer. Expression data also indicate a significant positive correlation between *DNM3OS* and *TWIST1* expression in ovarian cancer. We also showed that knockdown of *TWIST1* in ovarian cancer cells led to reduced *DNM3OS*. Additionally, the miR-199/-214 cluster encoded within the human *DNM3OS* gene locus^41^ was also overexpressed in the mesenchymal subtype. Of note, elevated miR-214 expression promotes lung adenocarcinoma EMT, cell migration, invasion, and metastasis^46^. We showed that knockdown of *DNM3OS* reduces EMT-linked proteins and inhibited ovarian cancer cell migration and invasion, suggesting that miR-214 and *DNM3OS* may both contribute to EMT. Furthermore, increased expression of *DNM3OS* significantly correlated with reduced overall survival for patients with ovarian cancer. However, there was no correlation between patient survival and *MEG3* or *MIAT* levels. Therefore, of the three lncRNA associated with EMT we identified in our analyses, *DNM3OS* appeared to have a more significant impact. To determine the functional significance of altered *DNM3OS* levels in ovarian cancer cell EMT, we evaluated the effects on RNA and protein of knocking down *DNM3OS* in ovarian cancer cells. Pathway analysis of the differentially expressed genes from RNA-sequencing data revealed that multiple EMT-linked pathways were affected. Importantly, these pathways were highly overlapping with the pathways deregulated in the mesenchymal subtype compared with the epithelial subtype in both TCGA and an independent patient data set. Subsequent meta-analysis revealed that several known EMT markers had consistent expression changes that favorably induce EMT, in multiple independent data sets with the *DNM3OS* expression change. Moreover, Western blot results confirmed *DNM3OS*-mediated repression of epithelial markers and elevated expression of mesenchymal markers. Collectively, reproducible results both at the gene and pathway levels provide strong evidence for *DNM3OS* inducing ovarian cancer EMT. Taken together, our comprehensive analysis provides essential insights into ovarian cancer EMT and reveal the critical lncRNA and specifically, *DNM3OS* that regulate it. Our results open new avenues for targeting EMT in ovarian cancer.

## Methods

### Analysis of TCGA genomic and transcriptomic data

Gene copy number and DNA methylation profiles, and lncRNA, mRNA, and miRNA expression profiles of high-grade serous ovarian cancer patient samples were extracted from TCGA. Normalized lncRNA and mRNA (RNA-seq) expression profiling data in terms of reads per kilobase per million mapped reads (RPKM), and gene copy number data are available in Akrami et al.^47^. Additionally, we extracted and processed TCGA RNA-seq and miRNA-seq raw read counts to identify differentially expressed genes and miRNA, respectively. Level 4 TCGA DNA methylation data were extracted from the UCSC cancer browser^48^. Data from Illumina Infinium HumanMethylation27 platform were used since larger set of DNA methylation profiles was available for this platform compared to Illumina Infinium HumanMethylation450 platform at the time of analysis. Relative DNA methylation levels were measured as *β*-values ranging from 0 to 1 that represent the ratio of the intensity of the methylated bead type to the combined locus intensity. Here the *β*-values were offset by −0.5 to shift the whole data set to values between −0.5 and +0.5, as explained in ref. ^48^. If multiple methylation probes mapped to a promoter region of a gene, a representative probe was selected that showed strongest negative correlation of methylation *β*-value and mRNA expression of that gene^49^. Genes commonly present in DNA methylation, gene copy number, and mRNA expression profiling data were selected for the analysis.

### TCGA ovarian cancer patient samples subtype classification

A consensus clustering analysis of mRNA expression profiles of TCGA ovarian cancer patients classified four subtypes: differentiated, immunoreactive, proliferative, and mesenchymal^50^. Subsequently, considering miRNA-associated genes, Yang et al. reclassified the data into epithelial and mesenchymal subtype^5^. A fraction of the samples denoted as mesenchymal subtype by Yang et al. was classified as non-mesenchymal in original TCGA analysis, and these samples were excluded to retain high-quality data.

### Detection of lncRNA, mRNA, and miRNA in TCGA cohort

To detect lncRNA, we applied two filters as mentioned in ref. ^23^. First, lncRNA were eliminated if 50th percentile RPKM value = 0; second, lncRNA were selected if 90th percentile RPKM value is >0.1. Subsequently, 120 lncRNA with status ‘known lncRNA’ in GENCODE database (v21)^45^ were selected for downstream analyses. We selected mRNA or miRNA if at least 75% of the samples had a normalized expression value ≥1.

### Differentially expressed mRNA, lncRNA, and miRNA in TCGA

Both RNA-seq and miRNA-seq expression profiles of 231 epithelial and 89 mesenchymal patients were analyzed for identifying differentially expressed mRNAs and miRNA, respectively. We employed the R/Bioconductor package edgeR^51^, which was designed to analyze digital gene expression data. Read counts were imported into edgeR for differential expression analysis. The data were normalized based on negative binomial distribution. Differential expression of mRNA or miRNA between mesenchymal and epithelial subtypes was assessed by estimating an exact test *P*-value, which is similar to the Fisher’s exact test. The results were further adjusted using the Benjamini–Hochberg (BH) multiple testing correction method^16^. We quantified differential expression of lncRNA using *t*-test. Similar to mRNA or miRNA, *P*-values were adjusted using the BH method.

### Inferring lncRNA-associated mRNA in TCGA cohort

The lncRNA-mRNA association strength was estimated by the corresponding coefficient score and *P*-values in a multivariate linear regression model. The model estimated mRNA expression changes due to copy number, DNA methylation, and lncRNA expression changes. Let *Y*_*i,t*_ and $${\it{x}}_{k,t}^{{\rm lnc}{\rm RNA}}$$ denote the expression of gene *i* and lncRNA *k*, respectively in sample *t*,

$$Y_{i,t} = \beta _0 + \beta _i^{{\rm DM}}x_{i,t}^{{\rm DM}} + \beta _i^{{\rm CN}}x_{i,t}^{{\rm CN}} + \beta _{i,k}^{{\rm lncRNA}}x_{k,t}^{{\rm lncRNA}},$$

where *β*_0_ is the bias. $$\beta _i^{{\rm DM}}$$ and $$\beta _i^{{\rm CN}}$$ are the offsets accounting for the gene’s expression changes at RNA level due to DNA methylation and gene copy number changes, respectively. The coefficient of interest $$\beta _{{\rm i},{\rm k}}^{\rm lncRNA}$$ indicates the association strength between lncRNA *k* and gene *i*. Regression *P*-values were adjusted using multiple test correction method (FDR) and significantly associated lncRNA and mRNA pairs were selected after applying the strict criteria of regression coefficient cutoff ±0.3 and BH adjusted *P* < 10^−6^.

### Inferring the impact of lncRNA in gene co-expression

Let us assume that, at the transcript level, a co-expressed gene pair has two genes, *g*_*x*_ and *g*_*y*_. Let us also assume that one lncRNA is mutually co-expressed with *g*_*x*_ and *g*_*y*_. The Spearman’s *ρ* is denoted by *r*_*gxgy*_. The first-order partial correlation between *g*_*x*_ and *g*_*y*_ conditioning on lncRNA is:

$$r_{gxgy.{\rm lncRNA}} = \frac{{r_{gxgy} - r_{g_x{\rm lncRNA}}r_{g_y{\rm lncRNA}}}}{{\sqrt {(1 - r_{g_x{\rm lncRNA}}^2)(1 - r_{g_y{\rm lncRNA}}^2)} }}.$$

### Genome-wide *MEG3 *binding sites inferred by ChOP-Seq

We obtained genome-wide mapping of *MEG3* binding sites determined by a modified chromatin oligo affinity precipitation (ChOP) method from the author^30^. As explained in the original study, we identified genes having *MEG3* bound genomic regions using the tool GREAT^52^.

### Detection of conserved lncRNA

A sliding window of 200 nucleotides was chosen along the lncRNA transcript and conservation levels were measured using the average phastCons score across the primate species. The maximally conserved 200 nucleotides sliding window was selected as the representative conservation score^53^.

### Pathway enrichment analysis

Differentially expressed genes significantly co-expressed with a specific lncRNA were selected to conduct pathway enrichment analysis using the canonical KEGG pathway database^34^, which is embedded into the software WebGestalt^54^. Pathways showing significantly enriched (BH adjusted hypergeometric test *P* < 0.05) number of differentially expressed genes were recognized as the lncRNA associated pathways.

### Analysis of microarray mRNA and lncRNA expression data

Three independent microarray gene expression profiling data (accession numbers GSE9891, GSE18520, and GSE26193) for ovarian cancer patients were downloaded from the GEO database^36^. The data were generated on the Affymetrix Human Genome U133 Plus 2.0 platform following standard Affymetrix protocol. The data were normalized using the robust multi-array average (RMA) algorithm^55^ in the Affy package for R^56^. We mapped the probe set IDs to the NetAffx annotation file to extract lncRNA expression. Probes were averaged to calculate a single-expression intensity measure per gene/lncRNA per array. Differential expression was measured using unpaired *t*-tests. lncRNA and mRNA association was established by Spearman rank correlation.

### siRNA, shRNA, and western blotting

Human ovarian cancer SKOV3 cell lines (mycoplasma free, authenticated) from Dr. Dineo Khabele were cultured as previously described^57^ in RPMI1640 media, 10% fetal bovine serum, penicillin, and streptomycin. SKOV3 cells were transfected with 50 nM of non-targeting control or *DNM3OS* siRNA Smartpool (Dharmacon) containing 4 siRNA using Lipofectamine 2000 (Thermo Fisher Scientific). Lysate from SKOV3 cells grown in ≤2% fetal bovine serum was prepared as previously reported^59^ with RIPA-buffer containing protease inhibitors. For *TWIST1* knockdown, SKOV3 cells were infected with *TWIST1*-specific shRNA encoded lentivirus or non-targeting control^59^ (obtained from Dr. Andrew Aplin, Thomas Jefferson University); 3 days after puromycin selection, cells were lysed as indicated above. Proteins were subjected to SDS-PAGE, transferred to nitrocellulose, and Western blotted with the following antibodies: E-CADHERIN, N-CADHERIN, SNAIL, and SLUG (1:1000; Cell Signaling), TWIST1 (1:500; Santa Cruz), and β-ACTIN (1:2000; Sigma). Uncropped scans of the blots are in Supplementary Fig. 10.

### Cell migration and invasion analysis

SKOV3 ovarian cancer cells were transfected with *DNM3OS* siRNA or non-targeting control (described above), re-suspended in serum free RPMI1640. For migration assays, cells were placed into upper chamber inserts (70,000 cells per well, 8.0 μm pores, BioCoat insert). For invasion assays, cells were seeded in matrigel invasion chambers (150,000 cells per well, 8.0 μm pores, Corning BioCoat Matrigel invasion chamber). After 18 h (migration) or 24 h (invasion) incubation at 37 °C, migrated or invaded cells,respectively, were fixed and stained with Siemens Diff-Quik stain kit (Siemens Healthcare Diagnostic). Using a fixed grid, migrated and invaded cells were counted in 4 and 8 independent fields, respectively, using an Olympus CKX53 inverted microscope (×10), and images were taken by Cytation 5 cell imaging reader (×4 magnification).

### qRT-PCR and RNA sequencing

Total RNA was isolated with Trizol (Sigma) from SKOV3 cells transfected with *DNM3OS* siRNA or non-targeting control and cDNA generated as we previously reported^60^ with Superscript III (Invitrogen) as per manufacturer’s instructions. qRT-PCR (triplicates) performed for *DNM3OS* and β*-ACTIN* as previously described^60^ with RT^2^ SYBR Green qPCR Mastermixes (Qiagen). *DNM3OS* forward: 5′-GGTCCTAAATTCATTGCCAGTTC-3′ and reverse: 5′-ACTCAAGGGCTGTGATTTCC-3′ primers. RNA sequencing profiles (48 h; triplicates) were generated using the Illumina TrueSeq platform. Maximum likelihood estimates of transcript read count for each sample were computed with Kallisto v0.43.0^61^. Human transcriptome fasta file was downloaded from Kallisto (Ensembl version GRCh38) and used to create a Kallisto index. On paired fastq files, for each sample, the Kallisto quantification algorithm was run to estimate transcript abundance. Using tximport the transcript level abundances were summarized into gene level abundances^62^. The read counts obtained from tximport were imported into edgeR for differential expression analysis^51^. In edgeR, data were normalized based on negative binomial distribution. The differential expression of genes between *DNM3OS* knockdown and non-targeting control samples was assessed by estimating an exact test *P*-value.

### lncRNA cellular localization evaluation

The nuclear and cytoplasmic RNA from SKOV3 cells were separated as previously reported^63^, except lysis buffer was 10 mM Tris (pH 8.0), 140 mM NaCl, 1.5 mM MgCl_2_, 0.5% Igepal, 3 μl/ml RNaseout. cDNA was synthesized and RT-PCR performed as described above. Primers included the *DNM3OS* primers described above, 7SL primers previously reported^64^, and 45S rRNA forward: 5′-GTCAGGCGTTCTCGTCTC-3′ and reverse 5′-CACCACATCGATCACGAAGA-3′ primers.

### GSEA

We conducted GSEA^33^ using the KEGG suite^34^ and the Hallmark gene set embedded in GSEA to identify signaling pathways that were differentially activated in *DNM3OS* knockdown cells compared to non-targeting siRNA control cells. GSEA was run on pre-ranked list of the genes obtained from the *edgeR* analyses. Ranking was based on fold-change induction in *DNM3OS* knockdown cells compared to control cells. GSEA results were assessed as being statistically significant by permutation of 1000 samples.

### Data availability

The RNA-sequencing data have been deposited in the Gene Expression Omnibus (GEO) and NCBI Sequence Read Archive (SRA) databases under the accession code GSE104295 and SRP118934, respectively. All other publicly available data referenced during the study can be retrieved from GEO (https://www.ncbi.nlm.nih.gov/gds/), TCGA (https://cancergenome.nih.gov/), or respective authors’ websites. The other data supporting the findings of this study are available within the article and its Supplementary Information and Supplementary Data files.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

# Supplementary material for: Decoding critical long non-coding RNA in ovarian cancer epithelial-to-mesenchymal transition
**Source:** Nat Commun. 2017 Nov 17;8:1604. doi: 10.1038/s41467-017-01781-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Ovarian cancer subtype information of TCGA patient cohort.

File Name: Supplementary Data 2

Description: Ovarian cancer subtype information of GSE9891 patient cohort.

How the deposited data were processed for this re-analysis (not part of the article)

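RNA sequencing of SKOV3 cells was available for 3 samples transfected with siRNA against DNM3OS and 3 with non-targeting siRNA (50 nM, 48 h). Samples were grouped by their labels, which match the design described in the paper. The authors quantified paired reads of stranded, ribosomal RNA-depleted total RNA libraries with kallisto against Ensembl transcripts of GRCh38, and deposited for each transcript an estimated count without normalization, a TPM (length-normalized abundance) and an effective length. Whether a strand option, bias correction or bootstraps were used is not stated in the paper or the labels.

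The files list 173259 transcripts. Of these, 155518 are in GENCODE release 44 by identifier, and the other 17741, which held between 4.78% and 6.38% of a sample's counts, were left out of the main comparison. Estimated counts were summed per gene and rounded to whole numbers. After this, samples held between 1523046 and 1868325 counts on genes. Without TMM scaling, 3 counts correspond to between 1.606 and 1.97 CPM. No replicates looked like repeats of the same library: the chi-square statistic per degree of freedom between 2 samples was never below 2.15.

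Genes were filtered with edgeR's filterByExpr at its default minimum count of 10, normalized by TMM and tested with edgeR's exact test (edgeR 4.0.16 in R 4.3.3) with Benjamini-Hochberg adjustment. The threshold was the paper's, at least 2-fold with an adjusted p below 0.05. CPM values use the TMM-scaled library sizes. Standard errors of log2 fold changes come from the spread of log2 CPM (prior count 2) between replicates. Exact permutation tests for single genes compare the means of log2 CPM over all assignments of the 6 samples, with a smallest p of 0.1.

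The KEGG and Hallmark gene sets were not in the files analysed here. Before the files were seen, 14 gene families were written down by gene symbol. The EMT genes were those drawn in Fig. 6g, which includes this siRNA experiment. The other families followed pathways and gene groups that the paper names. Families with at least 5 tested genes were tested by preranked enrichment (fgsea 1.28.0, 10000 permutations of genes, seed 1, weight 1) and the downregulated genes by one-sided Fisher's exact test.

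The genes named in the text were chosen by a rule fixed before the files were seen: every gene the paper names for the knockdown or as an EMT gene, the 5 largest decreases and 5 largest increases past the threshold whose knockdown samples all lie on the same side of the controls, and up to 5 members of each family past the threshold. In the main comparison, 1 decrease, 0 increases and 0 family members met the parts of the rule on genes past the threshold.

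The alternatives were edgeR's quasi-likelihood test with and without the replicate number as a block, DESeq2 1.42.0, RLE normalization, no filter or a filter of at least 1 CPM in at least 3 samples, length-scaled TPM counts, protein-coding genes only, other thresholds, each sample left out in turn, and for families ranking by signed p, weight 0 and limma's camera (limma 3.58.1). After the data were seen, 3 more were added: the share of counts on ribosomal protein genes as a covariate, normalization to those genes, and keeping the transcripts outside the annotation. Overlap with exons on the opposite strand was computed with bedtools 2.31.1.

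The scripts were tested on counts simulated independently for each gene from the real means, dispersions and library sizes. Among genes with a mean above 30 counts, 200 were changed by 2 on the log2 scale. At an adjusted p below 0.05, the exact test recovered 193 of them with 0 in the wrong direction, and the median estimated change was 1.997. It made 26 other calls among 11386 genes, a larger share of its calls than that threshold aims at. Recovery of smaller changes, of genes with fewer counts or with an axis shared between genes was not simulated. A planted family of 30 decreased genes had a normalized enrichment score of -3.129, and 30 unchanged genes -0.5952. Patient data sets, qRT-PCR and western blots of the paper have no files here and were not analysed.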

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

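The alternatives were fixed before the processed files arrived, except 3 that are named below as added. The number of families enriched among downregulated genes was 0 under every alternative, but with at most 4 genes down there was little or nothing to test. The other counts were small, so that few genes moved them.

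With edgeR's exact test and TMM, 1 gene was down and 0 were up. The number down was 0 with edgeR's quasi-likelihood test, 0 with that test and the replicate number as a block, and 0 with DESeq2, and for BORCS7-ASMT the adjusted p rose from 0.005501 to 0.9811, 0.9989 and 0.4954. These tests moderate or share the gene-wise spread differently, which may matter for a gene with 14 counts on average but was not tested as the cause. With the exact test, the adjusted p of BORCS7-ASMT was 0.1515 without knockdown replicate 3. It was 0.07027 and 0.3557 without non-targeting replicates 2 and 3, and stayed below 0.05 when any other single sample was left out. The number down was 2 without a filter and 2 with a filter of 1 CPM. Length-scaled TPM counts gave 4 genes down and 2 up. Leaving out single samples gave from 0 to 3 genes down, from 0 to 1 up and from 0 to 1 families shifted down. The shifted family was the EMT genes of Fig. 6g. By the permutation of genes, its adjusted p was 0.02868 without knockdown replicate 2, 0.04717 without knockdown replicate 3 and 0.01607 without non-targeting replicate 2. It was 0.5513 (score -1.091) without knockdown replicate 1, and 0.1045 and 0.3708 without non-targeting replicates 1 and 3. Collagens shifted up without non-targeting replicate 3 (score 1.898, adjusted p = 0.0437, same test). GSEA with weight 0 shifted 1 family down, the EMT genes of Fig. 6g, where the main fit shifted 0.

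Many signs of small changes reversed, none with an adjusted p below 0.05 in the main fit. Without a filter, the enrichment scores were -0.8346 for the TGFβ and BMP family, -1.214 for the WNT family and 1.083 for cadherins and catenins. With the 1 CPM filter they were -0.7426, -1.009 and 0.7047, and collagens scored -0.7384. These filters admit genes with few counts. Length-scaled TPM counts, which weigh isoforms by length, gave scores of 0.6084 for cadherins and catenins and 0.7737 for integrins, and log2 fold changes of -0.3306 for COL12A1, 0.4286 for COL4A2 and -0.01004 for TWIST1. With protein-coding genes only, cadherins and catenins scored 0.9259 and ZEB2 changed by 0.009563. With weight 0, cadherins and catenins scored 1.184 and connexins -1.001. Ranking by signed -log10 p gave integrins 1.007. In limma's camera the mean difference of moderated statistics was 0.1823 for cadherins and catenins, -0.02482 for connexins and 0.0807 for integrins.

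Leaving out single samples moved the scores from -1.325 to 0.8831 for MAP kinases, -0.8949 to 1.005 for the TGFβ and BMP family, -0.7354 to 1.705 for WNT, -1.18 to 0.8716 for cadherins and catenins, -0.868 to 1.898 for collagens, -0.5987 to 1.274 for connexins, -1.129 to 1.258 for integrins and -1.405 to 0.7815 for matrix metalloproteinases. Log2 fold changes moved from -0.6625 to 0.1059 for COL4A2, -0.03107 to 0.4075 for DNM3, -0.1117 to 0.4916 for TWIST1, -0.157 to 0.3318 for ZEB1 and -0.1075 to 0.1333 for ZEB2.

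The following alternatives were chosen after seeing the data. With the share of counts on ribosomal protein genes as a covariate, 0 genes were down and 1 was up, the scores were 1.049 for MAP kinases, 0.9129 for the Notch family, -0.7745 for claudins, 1.436 for integrins, 0.6999 for laminins and 1.182 for the EMT genes of Fig. 6g. The log2 fold changes were 0.1127 for CDH2, 0.4733 for COL4A2, 0.1105 for ITGB1, 0.3389 for VCAN and 0.2621 for VIM. The covariate removes the change shared with that share. Normalization to ribosomal protein genes gave 0 genes down, scores of 0.5761 for MAP kinases, 1.232 for Notch, 0.5508 for actin regulators, 1.381 for cadherins and catenins, 0.7632 for calcium channels, 1.023 for integrins, 0.8429 for laminins and 0.7247 for matrix metalloproteinases, and log2 fold changes of 0.09249 for CDH2, 0.1099 for COL4A2, 0.05703 for PTK2 and 0.5814 for ZEB2. It raises all values where those genes are low. Keeping transcripts outside the annotation gave 4 genes down and 1 up.

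Depth limits the single genes: the median tested gene had 36.17 counts per sample. Of the 16 genes with a knockdown value in Fig. 6g, 5 were below the filter. Spread between replicates limits them too: VIM, with 105 to 663 estimated counts, had a standard error of 0.8926.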

Differences from the paper's values

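For COL12A1 the log2 fold change was 0.6087 (standard error 0.8907), against the paper's value of about -1.3 in Fig. 6g, read by eye. None of the alternatives set before the files arrived closed the gap, and the nearest was -0.3306 with length-scaled TPM counts.

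For PTK2 the log2 fold change was -0.4528 (standard error 0.2246), against the paper's value of about -0.7 in Fig. 6g, read by eye. The value came within the standard error when knockdown replicate 2 (-0.5804), knockdown replicate 3 (-0.5478) or non-targeting replicate 2 (-0.4892) was left out, and under no other alternative set before the files arrived. Other tested genes of Fig. 6g lay within their standard errors, but all were smaller in size than the paper's values. VCAN was -0.7019 against about -1.4, VIM -0.7412 against about -1.2 and ITGB1 -0.5409 against about -1. Because the paper's values come from the same experiment, replicate spread does not measure a difference in processing.

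The number of genes up was 0, against the paper's about 10 red dots in Fig. 6c, counted by eye. No alternative reached it, and the highest was 2 with length-scaled TPM counts. The largest -log10 adjusted p was 2.26, against about 8.3 in Fig. 6c, read by eye for the paper's highest dot. Only the fit without knockdown replicate 1, with 6.006, was within 1.5 times of it.

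Fig. 6c draws more downregulated genes than can be counted by eye, and 1 gene was down here (at most 4 under the alternatives set before the files arrived). The paper states that downregulated genes were enriched in EMT-linked pathways, and 0 of the 14 families were enriched here under every alternative, with at most 4 genes down to test. The paper states that expression of SNAIL, SLUG and TGFβ pathway genes was reduced. It draws this from patient and siRNA data combined, and for SNAIL and SLUG protein also from western blots. The siRNA data here are only part of that evidence, and SNAI1 is not among the genes with a knockdown value in Fig. 6g. In the siRNA data SNAI1, SNAI2, TGFBI, TGFBR1 and TGFBR2 were too low to be tested. The 18 tested genes of the TGFβ and BMP family scored 0.6384 (adjusted p = 0.9429 from the permutation of genes). Without a filter the log2 fold changes of the untested genes were -2.657 for SNAI1, -0.4093 for SNAI2, -1.176 for TGFBI, -0.2142 for TGFBR1 and -0.7165 for TGFBR2. Each had an adjusted p of 1 from edgeR's exact test. The value of SNAI1 rests on 2 estimated counts in non-targeting replicate 1 and 0 in every other sample, so that its size carries no information.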

Other observations

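Transcripts of the genes the paper is about could not be examined. The annotation holds 57169 lncRNA transcripts, of which 1982 were in the quantified set, and 0 transcripts of DNM3OS, MEG3, MIAT or DIO3OS were among them. Of the EMT regulators the paper names elsewhere, ZEB1 changed by 0.09276 on the log2 scale (standard error 0.361), ZEB2 by -0.009218 (standard error 0.1681) and TWIST1 by 0.1566 (standard error 0.3803), all with an adjusted p of 1 from edgeR's exact test. ACTB, the paper's loading control, changed by -1.049 (standard error 0.5491, adjusted p = 1 from edgeR's exact test). Its estimated counts were 36, 75 and 66 in the knockdown and 112, 96 and 181 in the controls. Every knockdown sample had less ACTB than every control (exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow).

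Genes that are usually abundant had few counts. The 81 ribosomal protein genes held at most 0.5185% of a sample's counts (a prediction of under 1% was made after related genes had been seen). PLLP alone held between 15.68% and 22.25%, and PPEF2 between 5.289% and 7.876%. A candidate explanation is that many counts came from the strand opposite to the annotated transcripts. Among the 100 genes with the highest counts, 77 had an exon of another gene on the opposite strand over at least 50 bp, against 4781 of the other 11714 tested genes (odds ratio 4.855, Fisher's exact test p = 3.426e-13) (predicted after single such genes had been seen). PPEF2 and NRSN1, which held between 2.672% and 3.567%, had 0 bp of such overlap, so that no annotated opposite-strand exon accounts for their counts. Of 16 pairs of a gene and a ribosomal protein gene with exons on opposite strands, the gene had more counts than the ribosomal protein gene in 7, which was between the more than 8 that opposite-strand counting predicted and the fewer than 2 predicted without it, both written before the test. Genomic DNA in the libraries would make counts rise with length, and Spearman's rho was 0.1988 across genes, which are not independent replicates. This has the predicted sign, but the value expected without genomic DNA was not measured, so that it decides nothing. Opposite-strand quantification may remain for some genes but leaves PPEF2 and NRSN1 unexplained. Genomic DNA was not excluded, and no biological explanation was tested. The strand setting is not in the files analysed here, and the share that ribosomal protein genes hold in other libraries of this kind was not measured.

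The first principal component of the tested genes other than ribosomal protein genes held 53.08% of the variance and followed the log2 share of counts on ribosomal protein genes (Pearson r = 0.9801, exact permutation p = 0.001389; Spearman's rho = 1, exact permutation p = 0.002778; adjusted p = 0.002778 for both of 2 relations; exact tests, 6 samples). Without the 2 samples farthest from the median share, r was 0.9329 over 4 samples. The component did not separate knockdown from control (exact permutation p = 0.5). The share was 0.1936%, 0.3549% and 0.371% in the knockdown samples and 0.5185%, 0.2907% and 0.4991% in the controls. The 95% Wilson intervals ran from 0.1874% to 0.2% for the lowest and from 0.5082% to 0.5291% for the highest. They treat counts as independent and cover counting error only, not the spread between samples. Knockdown replicate 1 and non-targeting replicate 2 had the lowest shares, and their deviations from their group means correlated at 0.5334. No batch is given in the labels, so the relation could not be examined within batches. An unequal share of sense-strand counts is a candidate explanation of this axis, predicted after the shares of these samples had been seen.

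All 10 of the 10 splits of the 6 samples into 3 and 3 gave at least as many genes past the threshold in the larger direction as the siRNA split did, which gave 1. The split that put knockdown replicates 1 and 2 with non-targeting replicate 2 gave 205 genes lower and 19 higher. These are the 3 samples with the lowest share of counts on ribosomal protein genes, so that this split follows the axis of the first principal component. The split of knockdown replicates 1 and 3 with non-targeting replicate 2 gave 23 lower and 8 higher. For gene families the siRNA split gave 0, so that all 10 splits necessarily gave at least as many and the count carries no information. Of these splits, 4 gave more.

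Because Fig. 6c shows more downregulated genes, exchanged samples were weighed as an explanation, after the counts of the splits had been seen. Of the 20 ordered groupings of the 6 samples, 2 gave log2 fold changes closer to Fig. 6g over the 11 tested genes than the labels did, a mislabelled sample being one explanation that could give this. They are the same 2 groupings, knockdown replicates 1 and 2 or 1 and 3 with non-targeting replicate 2, with a mean absolute difference of 0.2664 and 0.2596, against 0.5099 with the labels as given. The first holds the 3 samples with the lowest share of counts on ribosomal protein genes and the second 3 of the lowest 4. Exchanged labels and the axis of that share, whose cause is not known, therefore cannot be told apart. The files hold no independent record of which sample is which. The labels were kept throughout.

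The predominance of decreases that the paper shows was weighed against technical explanations, with 1 gene down and 0 up. The median log2 fold change of the 76 tested ribosomal protein genes was -0.5968, and 74 were lower in the knockdown, a decrease like that of the EMT genes of Fig. 6g in genes outside the paper's pathways, which may reflect an unequal share of sense-strand counts (predicted after similar genes had been seen). With that share as a covariate, 0 genes were down, but the same test without it also gave 0, so that this comparison decides nothing. Genes without an opposite-strand exon did not fall more than genes with one (medians 0.02068 and -0.01234, difference 0.03302). How far either class would fall under an unequal sense-strand share is not known, so that this small difference does not decide it. Spearman's rho of the log2 fold change with transcript length was 0.05137 across genes. Total counts did not differ between groups (exact permutation p = 1), and neither did the share on the 10 genes with the highest counts (exact permutation p = 1). The sense-strand share itself was not measured, and the share on ribosomal protein genes that stands in for it overlapped between the groups (exact permutation p = 0.3).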
